# Long-chain noncoding RNA sequencing analysis reveals the molecular profiles of chemically induced mammary epithelial cells

**DOI:** 10.3389/fgene.2023.1189487

**Published:** 2023-09-05

**Authors:** Mengzhen Wei, Wenkui Tang, Danwei Lv, Mingxing Liu, Guodong Wang, Quanhui Liu, Liangshan Qin, Ben Huang, Dandan Zhang

**Keywords:** long-chain noncoding RNA (lncRNA), reprogramming, mammary epithelial cells, goat, lactation

## Abstract

Long noncoding RNAs (lncRNAs) were important regulators affecting the cellular reprogramming process. Previous studies from our group have demonstrated that small molecule compounds can induce goat ear fibroblasts to reprogram into mammary epithelial cells with lactation function. In this study, we used lncRNA-Sequencing (lncRNA-seq) to analyze the lncRNA expression profile of cells before and after reprogramming (CK vs. 5i8 d). The results showed that a total of 3,970 candidate differential lncRNAs were detected, 1,170 annotated and 2,800 new lncRNAs. Compared to 0 d cells, 738 lncRNAs were significantly upregulated and 550 were significantly downregulated in 8 d cells. Heat maps of lncrnas and target genes with significant differences showed that the fate of cell lineages changed. Functional enrichment analysis revealed that these differently expressed (DE) lncRNAs target genes were mainly involved in signaling pathways related to reprogramming and mammary gland development, such as the Wnt signaling pathway, PI3K-Akt signaling pathway, arginine and proline metabolism, ECM-receptor interaction, and MAPK signaling pathway. The accuracy of sequencing was verified by real-time fluorescence quantification (RT-qPCR) of lncRNAs and key candidate genes, and it was also demonstrated that the phenotype and genes of the cells were changed. Therefore, this study offers a foundation for explaining the molecular mechanisms of lncRNAs in chemically induced mammary epithelial cells.

## 1 Introduction

### 1.1 Background

LncRNA is an RNA molecule greater than 200 nucleotides in length that does not have coding potential (Okazaki et al., 2002). Based on the location of lncRNAs on the genome relative to protein-coding genes, lncRNAs were broadly classified as positive, antisense, intragenic, intergenic, bidirectional, and overlapping lncRNAs (Kopp and Mendell, 2018). LncRNAs were initially considered to be genomic transcriptional “noise,” a byproduct of RNA polymerase II transcription. Compared with mRNAs, lncRNAs do not have typical start codons, promoter conserved regions, stop codons or open reading frames (Ulitsky et al., 2011; Guttman and Rinn, 2012). However, in recent years, an increasing number of lncRNAs with biological functions have been identified, and lncRNAs play important roles in many biological activities, such as participating in cell proliferation (Liu et al., 2018; Qin et al., 2018), differentiation (Song et al., 2016; Touat Todeschini et al., 2017) and apoptosis (Liu et al., 2017; Nan et al., 2017) and promoting myogenic cell differentiation and injury-induced muscle regeneration (Wang et al., 2015), fat deposition (Wang et al., 2017), lactation (Yu et al., 2017), reproduction (Wang et al., 2014) and immunity (Zhou et al., 2017). lncRNAs have also become a hot spot for research in different scientific directions. LncRNAs are important regulatory molecules of gene expression and have highly diverse biological functions. Their modes of action are broadly divided into three categories: one is at the chromatin level, which regulates gene expression through epistatic modification of chromatin; the second is at the transcriptional level, which regulates gene expression by altering the functions of factors and enzymes that mediate the regulation of gene expression; and the third is at the post transcriptional level, which regulates mRNA by binding to coding genes or miRNAs, thereby regulating the expression levels of mRNAs and miRNAs (Lu et al., 2017).

Studies in humans and model animals have shown that lncRNAs were involved in mammary gland development and the regulation of lactation in mammals (Standaert et al., 2014; Yu et al., 2017). Zhang et al. (Zhang et al., 2014) found that overexpression of lncRNAROR increased the self-renewal of mammary stem cells, and further studies of its function showed that lncRNAROR plays a key role in maintaining a normal stem cell subpopulation in mammary epithelial cells. These findings provide a basis for the biological function of lincRNAs in regulating mammary gland development and susceptibility to mastitis in dairy cows (Tong et al., 2017). It has been found that there are specific lncRNAs in the reprogramming process and in mouse and human embryonic stem cells, and these lncRNAs were strongly correlated with the expression of the important reprogramming factors OCT4, NANOG, and SOX2 (Dinger et al., 2008). LncRNAs affect the cell reprogramming process, and lncRNAROR is one of these regulators, and inhibition of their expression decreases the efficiency of cellular reprogramming (Loewer et al., 2010; Guttman et al., 2011)^.^ However, less is known about goat lncRNAs, and the regulatory relationship between cell reprogramming and mammary gland development and lncRNA expression is unclear.

### 1.2 Objective

The aim of this study was to analyze the expression profile of lncRNAs after small molecule compound-induced reprogramming of goat fibroblasts into mammary epithelial cells, to explore the relationship between lncRNAs and mammary gland development and cell reprogramming regulation in goats and to provide a molecular mechanism to explain the role of lncRNAs in mammary gland development and cell reprogramming regulation in goats on a theoretical basis.

## 2 Materials and methods

### 2.1 Sample collection and RNA extraction

#### 2.1.1 Sample collection

Goat ear margin fibroblasts were extracted and purified by isolation and pre-digestion of ear tissue from 2 to 3 months old Guanzhong dairy goats, provided by the Guangxi Institute of Animal Science. The test samples used were obtained from laboratory-induced goat fibroblasts. Goat mammary epithelial cells were obtained after 8 days of induction of goat fibroblasts using the 5i system (Induction medium composed of Forskolin, TTNPB, VPA, Repsox, Tranyl-cypromine, five small molecule compounds) (Zhang et al., 2021), and cell precipitates were collected from goat fibroblasts (0 day cells, CK group) and induced goat mammary epithelial cells (8 day cells, 5i8d group), with two biological replicates from each group. Samples were collected and stored at −80°C.

#### 2.1.2 RNA extraction and detection

Total RNA was extracted from goat fibroblasts and goat mammary epithelial cells using the TRIzol method. One percent agarose electrophoresis was used to detect the presence of degradation and impurities in the RNA samples, and the purity of the samples was measured by a Kaio K5500 spectrophotometer. The integrity and purity of the RNA samples were measured by an Agilent 2100 RNA Nano 6000 Assay Kit (Agilent Technologies, CA, United States) to detect the integrity and concentration of the RNA samples.

### 2.2 Library construction, sequencing and transcript assembly

Goat fibroblasts and induced goat mammary epithelial cells were each sampled with 3 μg of total RNA as a starting amount to construct the lncRNA libraries. Ribo-Zero™ GoldKits were used to remove rRNA from the samples, and different index tags were selected for library construction according to the operating instructions of the NEB Next Ultra Directional RNA LibraryPrep Kit for Illumina (NEB, Ipswich, United States).

The specific steps of library construction were as follows: first, a kit was used to remove ribosomal rRNA, fragmentation buffer was added to the reaction system to fragment the RNA into short fragments, the fragmented RNA was used as a template to synthesize the first strand of cDNA with six-base random primers (random hexamers), and buffer, dNTPs, RNase H and DNA polymerase I were added to synthesize the second strand of cDNA. The cDNA second strand was purified by a QiaQuick PCR kit and eluted with EB buffer, end-repair, base A, sequencing junction, agarose gel electrophoresis to recover the target size fragment, digestion of cDNA second strand with UNG enzyme, PCR amplification, and finally agarose gel electrophoresis to recover the target size fragment. The whole library preparation was completed by agarose gel electrophoresis. Finally, the constructed libraries were used for Illumina sequencing.

### 2.3 Screening of differentially expressed lncRNAs and target gene prediction

LncRNAs were classified into intergenic RNAs (lincRNAs), introinc lncRNAs, anti-sense lncRNAs, sense lncRNAs, bidirectional lncRNAs and other types according to their position in relation to the coding sequence. Among them, the proportion of lincRNAs was the highest, and the screening of novel lncRNAs was mainly for lincRNAs, intronic lncRNAs and antisense lncRNAs. A series of screening conditions were set, and the resulting lncRNAs were used as the final candidate novel lncRNAs for subsequent analysis. The basic screening conditions were as follows: the transcript length was greater than or equal to 200 bp, the number of exons was greater than or equal to 2, the read coverage of each transcript was calculated, transcripts with less than 5 in all samples were screened out, and the known mRNAs and other noncoding RNAs (rRNA, tRNA, snoRNA, snRNA, etc.) in the species were screened out by comparison with the annotation file of the species using gffcompare. Whether the new transcripts have coding potential is the key condition to determine whether the new transcripts were lncRNAs. By using the lncRNA information from the previous step of the initial screening, a variety of coding potential analysis software programs were integrated for screening, mainly CNCI analysis, CPC analysis, PFAM protein structural domain analysis, and CPAT analysis (animal only). Several analysis methods discriminated noncoding transcripts as the final novel lncRNA data set. Differential expression analysis was performed from candidate lncRNAs using DEseq to compare the treatment group with the reference group, and genes with |log2Ratio|≥2 and *p* < 0.05 were selected as significant differential expression screening conditions to obtain the number of up and downregulated genes. For differentially expressed lncRNA target genes, cis and trans target analyses were performed to indirectly predict their functions by target genes.

### 2.4 GO (Gene ontology) enrichment and KEGG (Kyoto encyclopedia of genes and genomes) pathway analysis

DAVID was used online for GO analysis and KEGG pathway analysis of the predicted target genes (Sherman et al., 2022).

### 2.5 RT-qPCR validation of lncRNA and target genes

Six lncRNAs were randomly selected and subjected to RT-qPCR. U6 was selected as the internal reference gene, and the primers were all synthesized by Janus Biological Engineering Co. The total fluorescence PCR system was 20 μL: 0.5 μL of each upstream and downstream primer (20 μmol/L), 1 μL of cDNA, 8 μL of ddH2O, and 10 μL of 2X lncRNA PreMix. The PCR conditions were as follows: 95°C for 3 min; 40 cycles of 95°C for 5 s and 60°C for 15 s; and 3 replicates. The relative expression of lncRNAs in induced goat mammary epithelial cells was calculated by the 2^−ΔΔCT^ method and verified by comparison with the transcriptome sequencing results. The target gene qRT-PCR method was consistent. The lncRNA and target gene primer sequence informations were shown in Table 1.

**TABLE 1:** lncRNA primer sequence information.

lncRNAs	Primer sequence (5′-3′)	Product size/bp
MSTRG12675	F:AGGCAAAGAACAGTCAGGCA	136
	R:TGCTGGTAATTGAGGGTCGG	
LOC102172108	F:AGGTGTGTGTTACTGCGAGG	113
	R:CTTCCACTAACTTGCCGGGT	
LOC106503513	F:GACCTTGACTGTGAAGCGGA	121
	R:TTCCTCAAATCACCGGGGTG	
MSTRG25656	F:CATGGCAAGCCGCTATTGAC	127
	R:AGAACCCAGCCACCATTCTG	
MSTRG29368	F:CCTGAGGCCTCCGTGAAAAT	127
	R:GAAACTCTGTGCCGGACTGA	
MSTRG15634	F:GAGACCCAGTGCAACCAAGA	140
	R:TGCCCTCTGCCCTGAATTTT	
U6	F:CGCACAGACATACGTCCCC	156
	R:TGGTCGGCAGTAAAGCAGAAT	
FGF9	F:AACTGGTACAACACGTACTCC	123
	R:TTTCTGGTGCCGCTTAGTCC	
PDGFRA	F:TCACGGAGATCACCACTGACA	86
	R:GTCTTCTTCCTTTGCTCGGAT	
HGF	F:TGCCATTCCAAATCGTCCTG	92
	R:ATTGTGGTGCCTTATACGTT	
MAPK10	F:ATGAGCCTCCATTTATTGTAC	148
	R:TTTGAGAACCGTAAACGTTG	

Note: F, forward primer; R, reverse primer.

## 3 Results

### 3.1 Raw data analysis and quality control

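RNA was compared between goat ear margin fibroblasts before induction (CK group, day 0) and the cells obtained after 8 days in the 5i induction medium (5i8d group). Of the compounds in the medium, Forskolin activates adenylyl cyclase, TTNPB is an agonist of retinoic acid receptors, VPA inhibits histone deacetylases, Repsox inhibits a TGF-β receptor kinase and Tranylcypromine inhibits monoamine oxidases and a histone demethylase. The libraries were made with a directional kit after removal of rRNA, so that RNAs without a poly(A) tail could also be sequenced. The deposited count table holds 24950 features in each library. Of these, 4441 are assembled loci with MSTRG IDs, 20484 are annotated genes and 25 are other annotation records. The paper gives IDs of the MSTRG kind to several of the lncRNAs it names. The table does not mark a feature as lncRNA or mRNA and does not pair the IDs with gene names. The assembled loci are therefore reported as such, and the annotated genes, which include mRNAs and annotated lncRNAs, stand beside them in place of mRNAs. The aligner, the assembler and the genome build are not given in the sources used here.
The paper used 2 libraries of each group, CK1 and CK2 against 5i8d1 and 5i8d2. The labels have i58d where the paper has 5i8d, and BFRTV where it has 5i. They are taken here as the same, and the paper's names are used. They give 1 more library of each group, called CK3 and 5i8d3 here, with the same day and cell type, and the paper gives no reason for leaving these out. Values are given first over the paper's 4 libraries and then over all 6. The total counts were 34850731 in CK1, 35297807 in CK2, 35757985 in 5i8d1 and 37544673 in 5i8d2, and 28162284 in CK3 and 35413856 in 5i8d3. In the paper's libraries these totals were 26.7% to 32.3% of the uniquely mapped reads listed in Table 3, and all values below use the counts. The paper does not say whether its reads were paired. The counts and the reads may therefore be in different units, and the share of reads left uncounted cannot be read from these percentages. The authors counted reads per feature with HTSeq, according to the submitters' processing notes, and deposited the counts and the FPKM made from them. From there, features with low counts were removed with filterByExpr, libraries were scaled by TMM, and the groups were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all features tested. This left 18121 features, 2475 of them assembled loci, in the 4 libraries and 17757 features, 2401 of them assembled loci, in all 6. The paper calls its samples biological replicates, and its text does not say whether they came from separate animals or cultures, so that p-values measure the spread between these libraries.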

The original downstream sequences were filtered to obtain high-quality clean reads, and then the subsequent analysis was performed. As shown in Table 2, the sizes of the total clean reads of the four groups of samples were 94.02 G, 94.85 G, 93.66 G and 97.66 G. The Q30 ratios were all higher than 90%, indicating that the sequencing quality was reliable.

**TABLE 2:** Quality of data output.

Group	Raw reads	Clean	Clean	Q30/%
Group		Reads/G	Bases/G	
CK1	128,700,068	121,003,698	94.02	92.24
CK2	130,917,490	124,177,272	94.85	92.58
5i8d1	154,055,668	144,290,922	93.66	92.48
5i8d2	125,726,024	122,785,186	97.66	92.14

CK and 5i8d represent goat ear fibroblasts and reprogrammed mammary epithelial cells.

### 3.2 Sequence matching and splicing

The results of the quality-controlled clean reads compared to the goat reference genome were shown in Table 3. The results show that more than 96% of the clean reads in the control samples could locate sequenced sequences on the genome, 2.08%–2.17% had multiple alignment positions on the reference sequence, and the number of reads with unique alignment positions on the reference sequence accounted for more than 94% of the reads. The percentages of clean reads in the 5i8d samples that were compared to the genome were all greater than 95%, the percentage of reads that were compared to the reference sequence with multiple comparison positions was 2.23%–2.94%, and the percentage of reads with unique comparison positions was 92.80%–94.53%.

**TABLE 3:** Comparison of reads and reference genome.

Group	Total number of filtered reads	Number of reads that can be localized to the genome	Number of reads with multiple comparison positions on the reference sequence	Number of reads that have a unique comparison position on the reference sequence
Group	Total reads	Total mapped reads	Multiple mapped reads	Uniquely mapped reads
CK1	121,003,698	116,779,050 (96.51%)	2,631,155 (2.17%)	114,147,895 (94.34%)
CK2	124,177,272	120,090,486 (96.71%)	2,587,299 (2.08%)	117,503,187 (94.63%)
5i8d1	144,290,922	138,150,865 (95.74%)	4,248,247 (2.94%)	133,902,618 (92.80%)
5i8d2	122,785,186	118,813,067 (96.76%)	2,742,768 (2.23%)	116,070,299 (94.53%)

### 3.3 Identification of lncRNA transcripts

Whether a new transcript has coding potential is the key condition to determine whether it is an lncRNA. The lncRNA information from the previous step was screened by combining various coding potential analysis software, mainly coding-noncoding index (CNCI) analysis, coding potential calculator (CPC) analysis, Pfam-scan protein structural domain analysis, and Coding Potential Assessment Tool (CPAT) analysis (animal only). The noncoding transcripts identified by the above coding potential prediction methods were counted, and the common and unique numbers of each method were displayed as Venn diagrams. The intersection of the predicted results was taken as the subsequent data set for novel lncRNA analysis (Figure 1A). Upon further classification of unknown lncRNAs, as shown in Figure 1B, lincRNAs accounted for 70.57%, intronic lncRNAs accounted for 29.43%, and no antisense lncRNAs were found.

**FIGURE 1:**
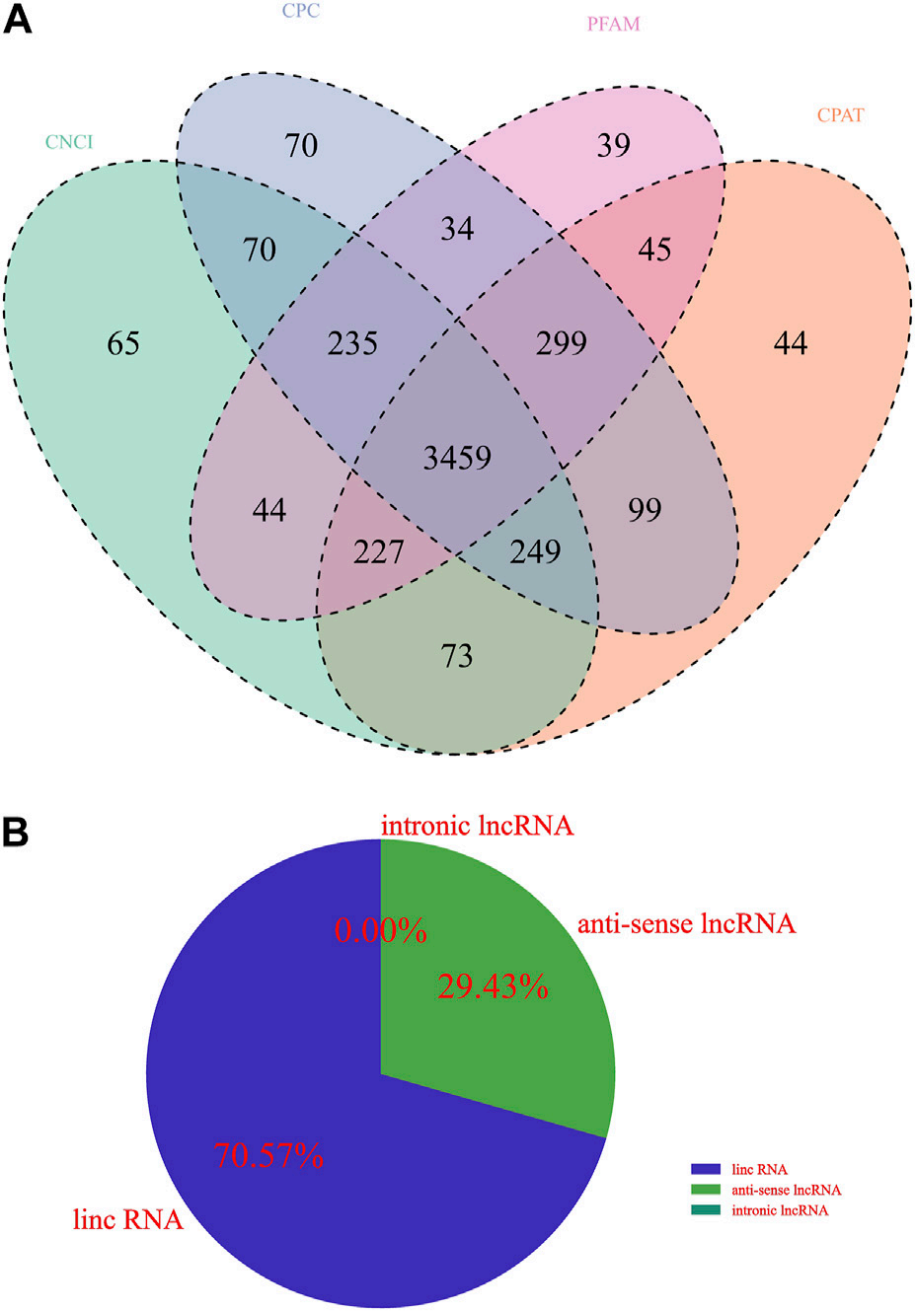
Identification of lncRNA transcripts. **(A)** Venn diagram showing different coding potential prediction methods to obtain subsequent lncRNA analysis data sets. **(B)** Identification of lncRNA transcripts.

### 3.4 Structure and characterization of lncRNAs

To investigate the basic characteristics of lncRNAs in fibroblasts and induced mammary epithelial cells of dairy goats in Guanzhong, the transcript length, exon number and transcript expression levels of lncRNAs and mRNAs were compared after bioinformatics analysis. The results showed that compared with mRNA, the lncRNA length interval was concentrated between 200–3,000 bp (Figure 2A), and the number of lncRNA exons was between 1 and 11, mostly between 1 and 3 (Figure 2B). 

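The assembled loci were shorter than the annotated genes. The FPKM and the counts together give the length that the authors used for each feature, and this length was the same whole number of bp in every library. Over the 4440 assembled loci with a length, the median was 719.5 bp and the middle of the distribution ran from 345 bp (25th percentile) to 1896.25 bp (75th percentile). The shortest locus had 200 bp, the minimum length of the paper's screen, and the longest had 108423 bp. Of these loci, 3714 (83.6%) lay between 200 and 3000 bp and 726 (16.4%) were longer. The 20484 annotated genes had a median of 2457 bp, 56.9% of them lay between 200 and 3000 bp, 40.3% were longer and 583 were shorter than 200 bp. Among the 2475 assembled loci with enough counts for the test the median was 1664 bp against 2877 bp for the annotated genes tested. These are lengths per locus or gene, not per transcript, and exon numbers were not analysed here.

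**Figure D1:**
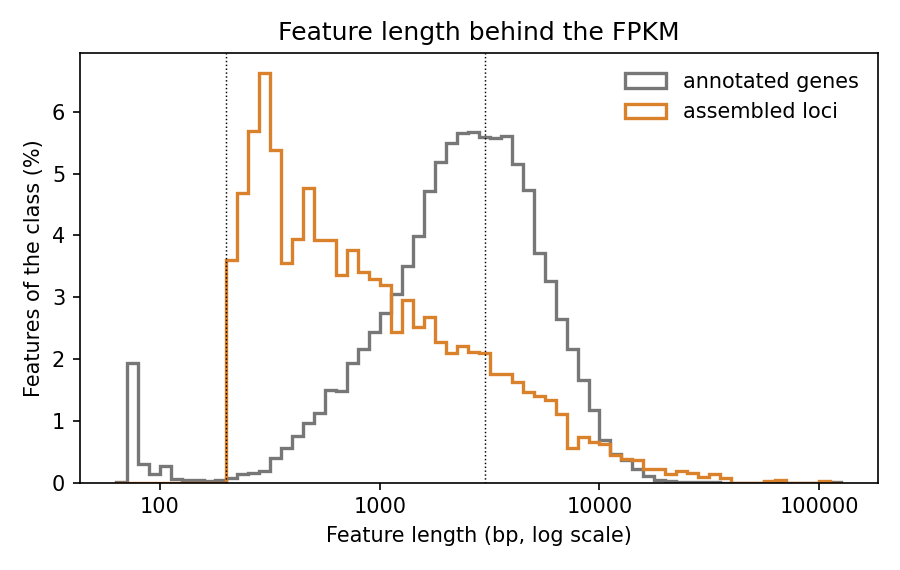
Length of the assembled loci and of the annotated genes on a log scale, as the percent of the features of each class per bin, with dotted lines at 200 and 3000 bp. The assembled loci start at 200 bp and have a median of 719.5 bp, and the annotated genes have a median of 2457 bp.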

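The assembled loci were less abundant than the annotated genes in every library. In the CK group the median of log10(FPKM + 1) over the assembled loci was 0.0951 ± 0.0022 (SD, n = 2 libraries), and over the annotated genes it was 0.541 ± 0.006 (SD, n = 2). In the 5i8d group the medians were 0.173 ± 0.037 for the assembled loci and 0.639 ± 0.024 for the annotated genes (SD, n = 2 each). On the linear scale, the median assembled locus had an FPKM of 0.249 in CK1 and 0.402 in 5i8d2, and the median annotated gene had an FPKM of 2.44 in CK1 and 3.19 in 5i8d2. An FPKM of at least 1 was reached by 19.3% of the assembled loci in CK1, 19.3% in CK2, 27.3% in 5i8d1 and 19.2% in 5i8d2, and by 58.1%, 58.3%, 63.5% and 62.1% of the annotated genes in the same order. In CK3 and 5i8d3 it was reached by 29.8% and 33.6% of the assembled loci and by 54.1% and 59.1% of the annotated genes. The most abundant assembled locus nevertheless reached an FPKM of 85354 in 5i8d1, above the 6389 of the most abundant annotated gene there. In CK3 the top locus was also above the top gene (7908 against 6925). In the other libraries it was below, with 3934 against 6141 in CK1 and 2830 against 6068 in CK2. The values were 2155 against 6270 in 5i8d2 and 3531 against 7295 in 5i8d3. The median of the annotated genes exceeded that of the assembled loci by 0.456 ± 0.015 (SD, n = 4 libraries) on this scale, in the same direction in each library (two-sided exact sign-flip permutation test, p = 0.13, the smallest p that 4 libraries allow). The difference was smaller in the libraries outside the paper, 0.284 in CK3 and 0.298 in 5i8d3. Over all 6 libraries it was 0.401 ± 0.086 (SD, n = 6), again in the same direction in each. The same exact test gave p = 0.03125, the smallest p that 6 allow, but it takes the 6 libraries as independent. CK3 and 5i8d3 shifted together, so that this p can be too small. The size of the difference depended on the pseudocount. It was 0.822 with a pseudocount of 0.1 and 0.911 with 0.01.

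**Figure D2:**
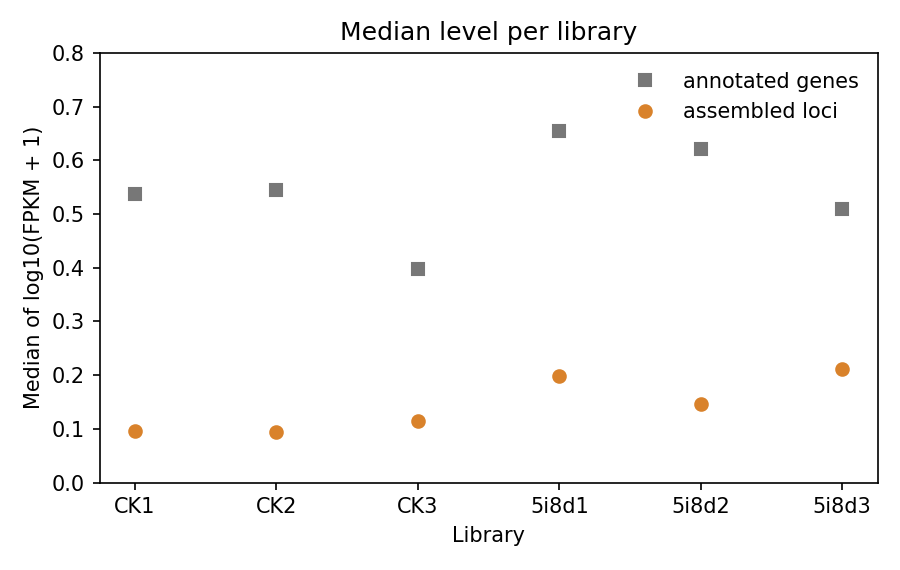
Median of log10(FPKM + 1) over the assembled loci (circles) and over the annotated genes (squares) in each of the 6 libraries. The squares lie above the circles in every library, by 0.284 in CK3 up to 0.475 in 5i8d2.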

The expression of lncRNAs obtained from 0 d to 8 d sequencing was compared with that of mRNAs, and the overall expression of mRNAs was found to be significantly higher than that of lncRNAs (Figures 2 C, D).

**FIGURE 2:**
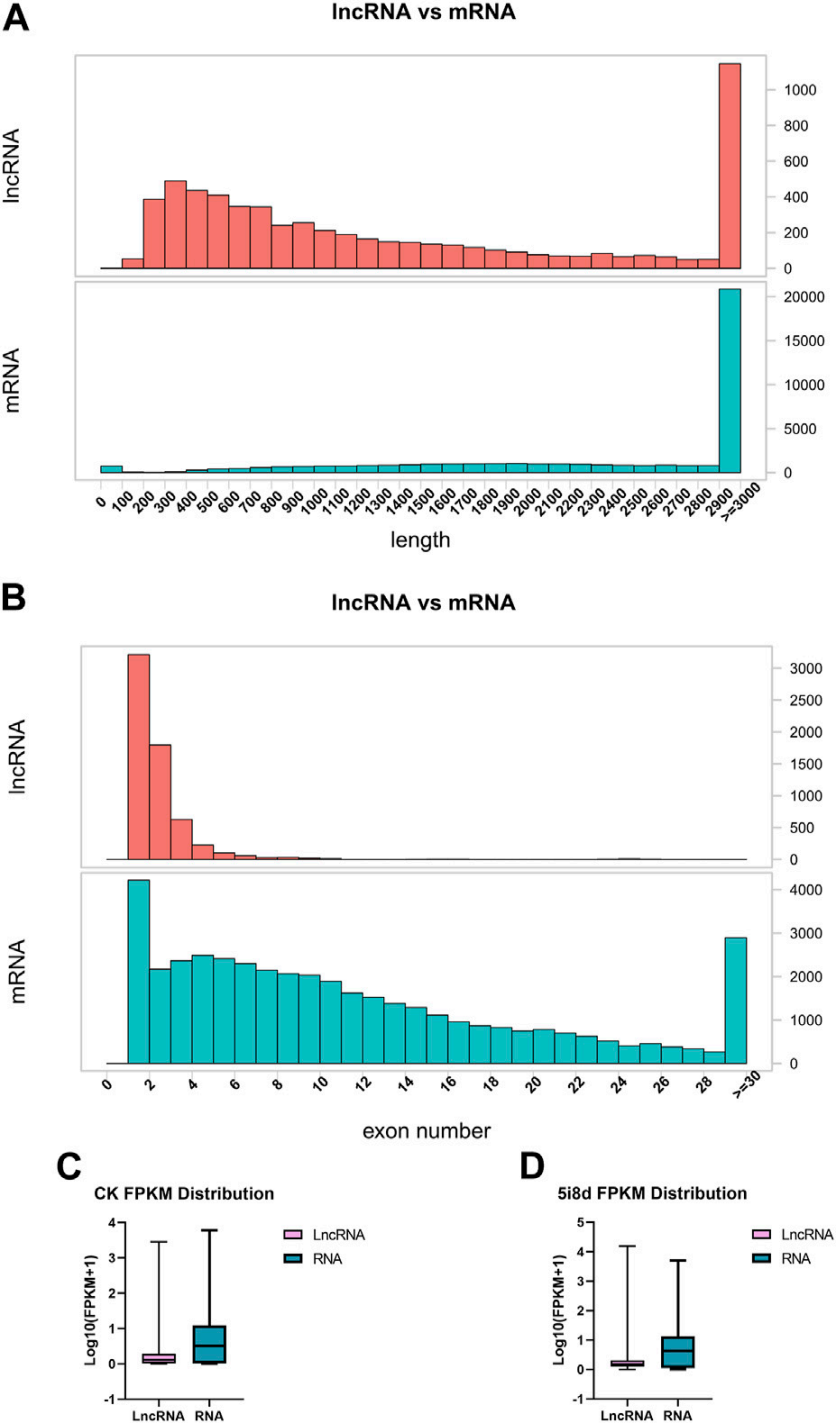
Comparative analysis of structural features of lncRNA and mRNA. **(A)** Comparison of lncRNA and mRNA length distribution. **(B)** Comparison of lncRNA and mRNA exon number. **(C)** Comparison of lncRNA and mRNA transcript expression in CK group. **(D)** Comparison of lncRNA and mRNA transcript expression in 5i8d group.

### 3.5 Differential expression analysis of lncRNAs

DEseq was used for differential expression analysis, and genes with |log2Fold Change|≥2 and *p* < 0.05 were selected as significant differential expression screening conditions. The screening results were shown in Figure 3. 

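More assembled loci were detected in the 5i8d group than in the CK group. A count above 0 was found for 3151 loci in CK1 and 3117 in CK2, against 3729 in 5i8d1 and 3741 in 5i8d2, a mean of 3134 ± 24 in the CK group and 3735 ± 8.5 in the 5i8d group (SD, n = 2 each). CK3 had 2699 detected loci and 5i8d3 had 3377, and each of the 5i8d libraries lay above each of the CK libraries (two-sided exact permutation test over the 6 libraries, p = 0.1, the smallest p that 3 against 3 allow). Over the paper's 4 libraries, 4262 assembled loci had at least 1 count, 3212 had 10 counts or more in at least 1 library and 1430 had 10 counts or more in every library. Over all 6 libraries these numbers were 4440, 3842 and 1206. The loci took 4.04% of the counts in CK1, 4.00% in CK2, 9.50% in 5i8d1 and 2.78% in 5i8d2, and 8.21% in CK3 and 4.41% in 5i8d3, so that the groups overlapped in this share. Much of it came from MSTRG.218431 and MSTRG.103757, the loci with the highest mean counts, without which the shares lay between 1.48% in 5i8d2 and 2.99% in 5i8d1. MSTRG.218431, of 6958 bp, had a log2 fold change of -0.33 (standard error 0.36, adjusted p = 0.51 from edgeR's quasi-likelihood test). Over all 6 libraries it was -0.87 (standard error 0.57, adjusted p = 0.31 from the same test), and without 5i8d1 from the 4 it was -0.87. This locus took 5.50% of the counts in CK3, against 1.92% in CK1 and 1.97% in CK2. In 5i8d1, 5i8d2 and 5i8d3 it took 2.27%, 1.19% and 2.46%. MSTRG.103757, of 496 bp, had 1513838 counts in 5i8d1 and 40131 in 5i8d2, against 68007 in CK1 and 39588 in CK2. Its log2 fold change of 3.66 (standard error 1.5, adjusted p = 0.10 from the same test) rested on 5i8d1, without which it was -0.68. Over all 6 libraries it was 3.53 (standard error 1.7, adjusted p = 0.17 from the same test), and -0.86 without 5i8d1. The coding-potential screen and the classes of known and unknown lncRNAs are not marked in the deposited data, so that these numbers cover all assembled loci deposited. Their IDs run to at least MSTRG.234516, far above the 4441 loci held. Loci may therefore have been left out before deposit, and whether by the paper's screen was not tested.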

The results showed that 3,970 candidate differential lncRNAs were obtained in the 5i8d group and the CK group, which included 1,170 known lncRNAs and 2,800 novel lncRNAs (Figure 3A). Further differential expression analysis of the goat fibroblast group and induced mammary epithelial cell group resulted in 1,288 significantly differentially expressed lncRNAs, of which 738 were upregulated and 550 were downregulated (Figure 3B). 

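Expression of assembled loci changed in both directions, and more of them rose than fell. At an adjusted p under 0.05 from edgeR's quasi-likelihood test over the paper's 4 libraries, 622 of the 2475 loci tested were higher in the 5i8d group and 426 were lower, and 631 and 431 were when adjusted over the loci alone. Over all 6 libraries 479 were higher and 307 lower, and 754 of the 1048 loci called in the 4 libraries were also called. Of the 1048, 979 were tested there, and 0 of these had the opposite direction. With the replicate number as a block in the 6, 550 were higher and 468 lower, and 868 of the 1048 were also called. The 6 libraries include the 4 that made the calls, so that these shared calls and directions are not an independent check. The median fitted log2 fold change was 4.36 for the loci that rose and -2.42 for those that fell. Of the loci that rose, 165 had no count in CK1 and CK2, and 33 of those that fell had none in 5i8d1 and 5i8d2. With these set at their bound against 3 counts per library, the medians were 3.27 and -2.41. With 10 counts or more in both libraries of one group and none in the other, 178 loci were found at day 8 and 33 at day 0, and in all 6 libraries by the same rule 128 and 23. The numbers depend on the limit, with 372 and 70 from 3 counts and 71 and 11 from 30 in the 4 libraries.
Among the largest rises, MSTRG.204612, of 1650 bp, had 1452 and 2576 counts in 5i8d1 and 5i8d2 and none in CK1 and CK2. On the TMM scale of the test it was at least 573-fold higher in the 5i8d group, against a floor of 3 counts per library (adjusted p = 0.00042 from the same test). In the libraries outside the paper it had 1042 counts in 5i8d3 and 0 in CK3, and over all 6 it was at least 436-fold higher. MSTRG.207127, of 2873 bp, had 1683 and 954 counts in 5i8d1 and 5i8d2 and none in CK1 and CK2, which makes it at least 380-fold higher (adjusted p = 0.00059 from the same test). CK3 had 2 counts of it and 5i8d3 had 1037, and over all 6 libraries it was 1484 times higher (95% counting interval 411 to 12260). Among the largest falls, MSTRG.149568, of 829 bp, had 159 and 100 counts in CK1 and CK2, 368 in CK3 and none in any 5i8d library, and was at least 50.4-fold lower over the 4 libraries and at least 96.4-fold lower over the 6 (adjusted p = 0.0014 over the 4 and 0.0039 over the 6). MSTRG.171885, of 1715 bp, had 441 and 396 counts in CK1 and CK2 and 526 in CK3, against 1 in 5i8d1, 0 in 5i8d2 and 7 in 5i8d3. Over the 4 libraries its counts were 975 times higher in the CK group (95% counting interval 175 to 38562, adjusted p = 0.00027 from the same test), and over all 6 they were 211 times higher (107 to 489, adjusted p = 0.0017).
From CK3 to 5i8d3, the libraries outside the paper, 582 (93.6%) of the 622 loci that rose were higher and 389 (91.3%) of the 426 that fell were lower. Of the loci tested but not called, 53.0% of the 691 with a positive log2 fold change were higher and 77.0% of the 736 with a negative one were lower in the same comparison, which was added after the values were seen.
At the thresholds stated in the paper, an unadjusted p under 0.05 and an absolute log2 fold change of at least 2, 552 loci were upregulated and 297 downregulated over the 4 libraries, and 467 and 280 over the 6. Among the 1430 loci with at least 10 counts in every library, which leaves out those without counts in a library, 186 rose and 229 fell at an adjusted p under 0.05. The number of changed loci was 605 without CK1, 631 without CK2, 1681 without 5i8d1 and 1743 without 5i8d2, where the lone library was assumed to vary like those of the other group, and without 5i8d1 more loci fell (879) than rose (802). The paper selects its significantly differentially expressed lncRNAs from this comparison by fold change and p. It describes target prediction for differentially expressed lncRNAs, and reports the result for the known and unknown lncRNAs that it calls candidate differential lncRNAs.

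**Figure D3:**
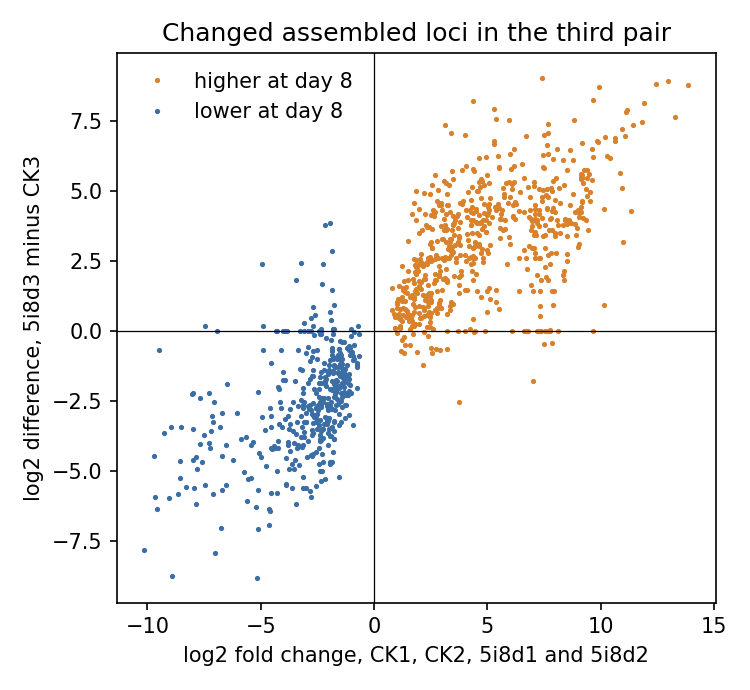
The log2 fold change of the 1048 changed assembled loci over CK1, CK2, 5i8d1 and 5i8d2 (x axis) against the log2 difference of CK3 and 5i8d3 (y axis), with loci that rose in orange and loci that fell in blue. Of the loci that rose, 93.6% lie above 0 on the y axis, and of those that fell, 91.3% lie below it.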

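Across the 2475 assembled loci tested, the libraries of one group resembled each other and differed from those of the other group. The rank correlation across loci, which are not independent replicates, was 0.96 between CK1 and CK2 and 0.86 between 5i8d1 and 5i8d2, and it lay between 0.44 and 0.48 for the pairs of a CK and a 5i8d library of the paper. A 4-fold or larger difference separated CK1 and CK2 at 46 loci (1.86%) and 5i8d1 and 5i8d2 at 143 loci (5.78%), against 843 to 898 loci for the pairs across the groups. Such a difference separated CK3 from CK1 at 380 loci and from CK2 at 377, and 5i8d3 from 5i8d1 at 425 and from 5i8d2 at 308, against 1019 to 1146 for the pairs across the groups that hold CK3 or 5i8d3. In counts divided by the library totals, 1022 loci were higher in both 5i8d libraries than in both CK libraries and 735 were lower in both, together 71.0% of the loci, where chance gives 33.3%. Over all 6 libraries 723 loci were higher in every 5i8d library and 507 were lower, together 49.7%, where chance gives 10%. In a principal component analysis of the 6 libraries, the first component held 70.0% of the variance and parted the CK from the 5i8d libraries. The second component held 16.5% and parted CK3 and 5i8d3 from the paper's libraries. The correlation of CK3 was 0.86 with CK1 and 0.86 with CK2. That of 5i8d3 was 0.77 with 5i8d1 and 0.85 with 5i8d2, the latter near the 0.86 between 5i8d1 and 5i8d2. All of these were above those across the groups, of which the highest was 0.49 between CK3 and 5i8d3.

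**Figure D4:**
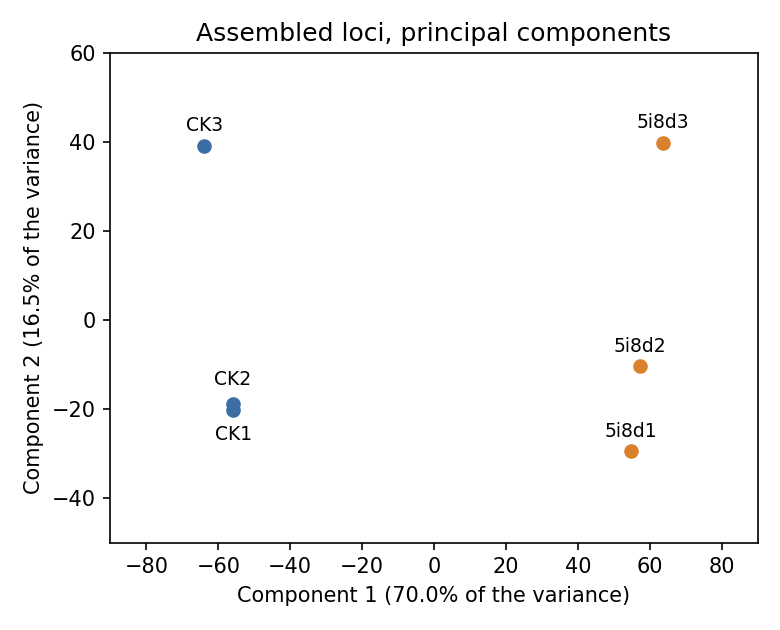
First and second principal components of the log2 CPM of the 2475 assembled loci, with CK libraries in blue and 5i8d libraries in orange. The groups lie at opposite ends of the first component (70.0% of the variance), and CK3 and 5i8d3 lie apart from the other libraries on the second (16.5%).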

The heat maps of DE lncRNAs revealed different expression patterns between the 5i8d group and the CK group (Figure 3C).

**FIGURE 3:**
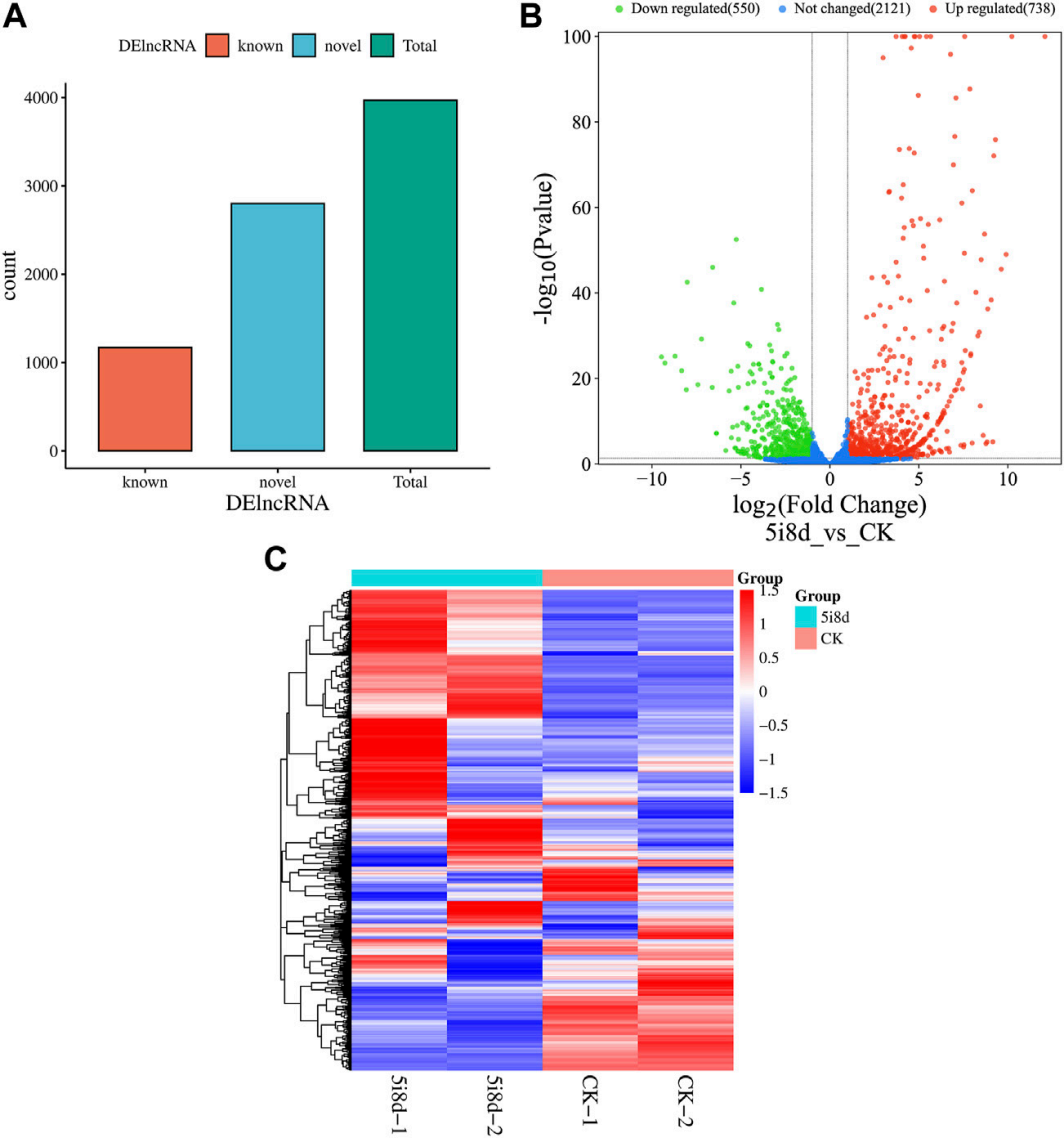
Differentially expressed lncRNA analysis. **(A)** Differentially expressed lncRNA expression type, green indicates total differentially expressed lncRNA number, red indicates known differentially expressed lncRNA number, blue indicates unknown differentially expressed lncRNA number. **(B)** Significant differentially expressed lncRNA volcano plot, green indicates downregulated, red upregulated expression. **(C)** Heatmap of differentially expressed (DE) lncRNAs.

### 3.6 Differentially expressed lncRNA-targeted mRNA prediction

To further investigate the role of DE lncRNAs in the reprogramming process of mammary epithelial cells, the possible target genes of DE lncRNAs were predicted by target analysis through cis and trans methods, and their functions were indirectly predicted through target genes. The target gene prediction results showed that there were 3,970 different lncRNAs, of which 2,800 were unknown and 1,170 were known, corresponding to 5,003 target genes. Among them, there were multiple significantly different lncRNAs with common target genes, such as MSTRG. 100417, MSTRG. 10063, and MSTRG. 10088 all correspond to the target gene MAPK10, and there were also lncRNAs with multiple variable shears targeting multiple coding genes, such as the coding genes FLT1, FGF9, HGF, and PDGFRA, which were potential targets of MSTRG.100336, and these lncRNAs exhibited regulatory effects in different directions. The heat maps of differently expressed target genes revealed different expression patterns between the 5i8d group and the CK group (Figure 4).

**FIGURE 4:**
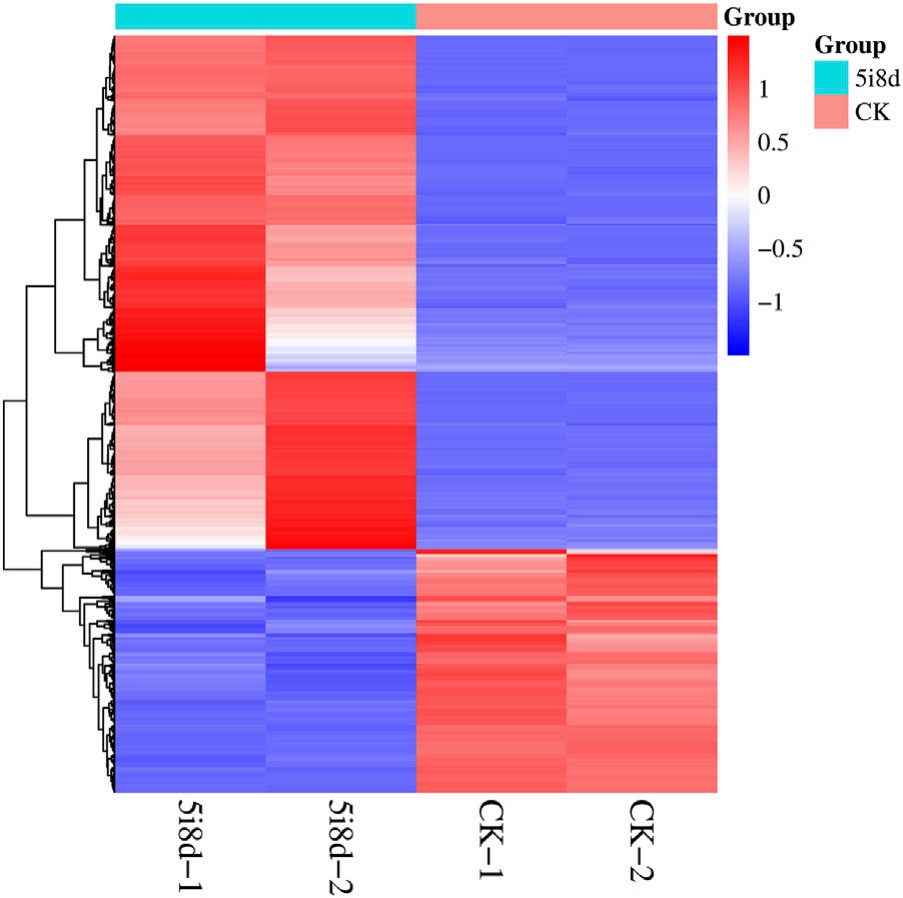
Heatmap of differentially expressed target genes.

### 3.7 Validation of lncRNAs and target genes expression by RT-PCR

To further validate the sequencing results and detect their expression in induced goat mammary epithelial cells, six differentially expressed lncRNAs were randomly selected, in which MSTRG12675, LOC102172108, and LOC106503513 were upregulated in the transcriptome data, MSTRG25656, MSTRG29368, and MSTRG15634 were downregulated in the transcriptomic data Four candidate target genes were selected at the same time, among which MAPK10 and FGF9 were upregulated in transcriptome data, and PDGFRA and HGF were downregulated in transcriptome data. Its expression in goat fibroblasts and induced goat mammary epithelial cells was measured by RT-qPCR. As shown, the RT-qPCR results showed that the expression of MSTRG12675, LOC102172108, and LOC106503513 was upregulated and that of MSTRG25656, MSTRG29368, and MSTRG15634 was downregulated (Figure 5A), which were all consistent with the results of lncRNA-seq. The RT-qPCR results showed that the expression of MAPK10 and FGF9 was upregulated, and the expression of PDGFRA and HGF was downregulated (Figure 5B), which were all consistent with the sequencing results. This result demonstrated that the RT-qPCR results were consistent with the expression trend of the transcriptome sequencing results.

**FIGURE 5:**
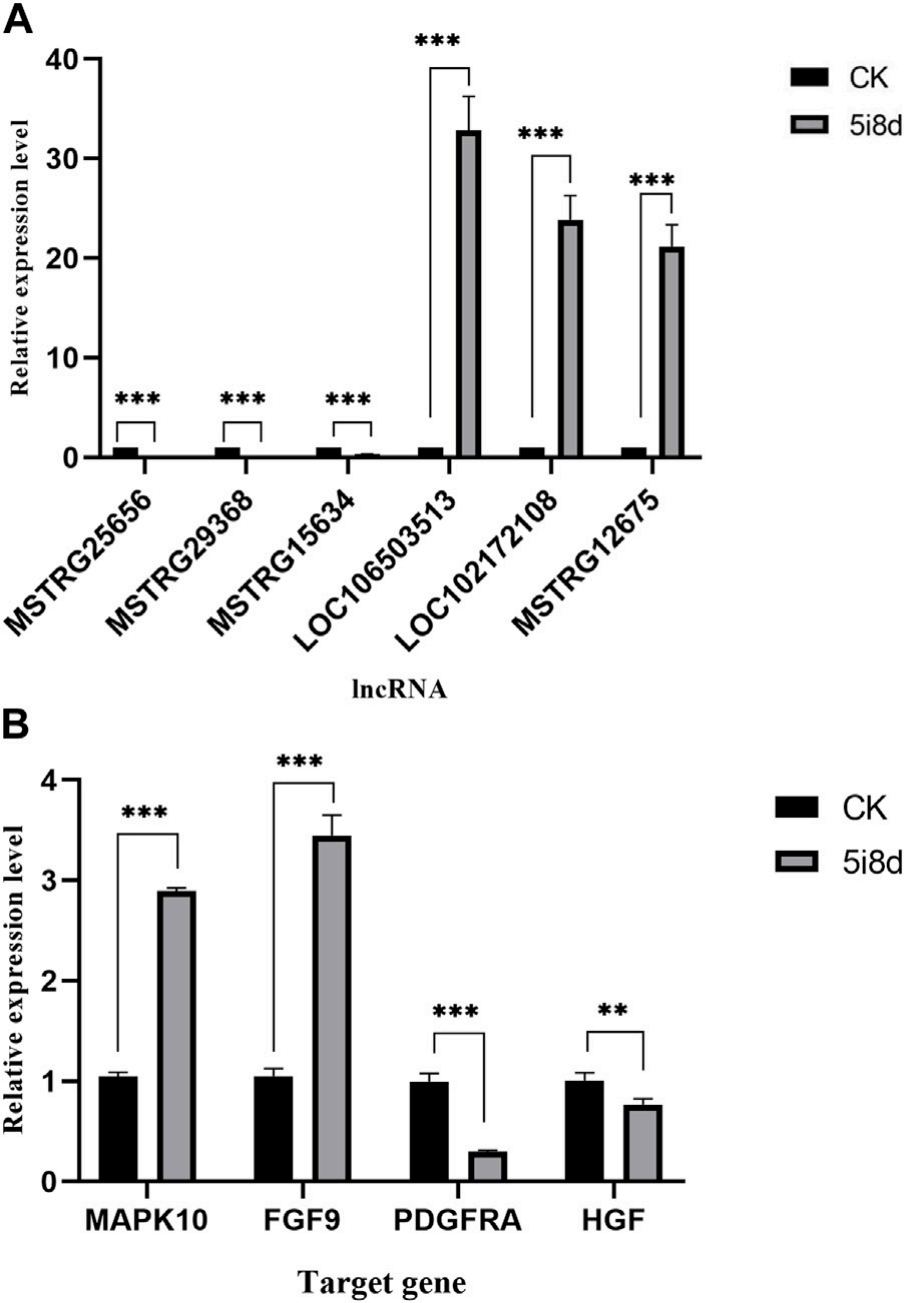
Comparison of the results of lncRNA-seq and RT-qPCR analysis of DE lncRNAs and target genes in CK group vs. 5i8d group. **(A)** Relative expression of DE lncRNAs expressed differently in different groups. **(B)** Relative expression of target genes expressed differently in different groups.

### 3.8 Functional annotation analysis of target genes: GOand KEGG

#### 3.8.1 GO enrichment analysis

These neighboring |log2Ratio|≥2 and *p* < 0.05 differentially significant target genes were analyzed for functional annotation, and the GO results were classified into three entries: biological process (BP), cellular component (CC) and molecular function (MF). The GO results were classified by three entries, namely, biological process (BP), cellular component (CC) and molecular function (MF). The results were shown in Figure 6A. These target genes were involved in the regulation of a variety of biological processes, including the regulation of metabolic processes, protein synthesis, receptor binding and regulation of tyrosine kinase activity.

**FIGURE 6:**
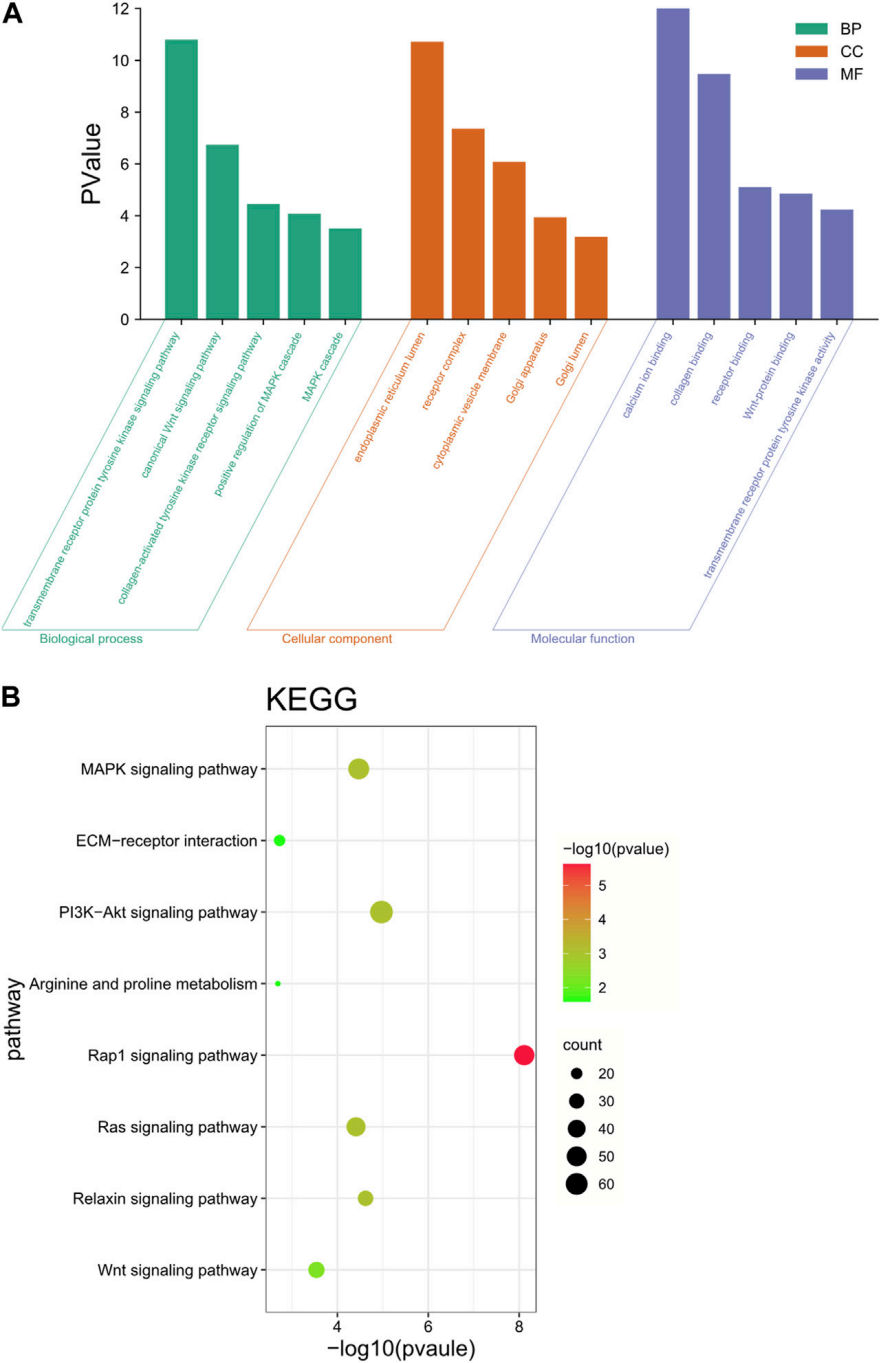
Functional annotation analysis of target genes. **(A)** GO enrichment analysis of differential lncRNA target genes. **(B)** KEGG enrichment analysis of differential lncRNA target genes.

#### 3.8.2 KEGG enrichment analysis

KEGG enrichment results showed that these target genes were mainly involved in the Wnt signaling pathway, PI3K-Akt signaling pathway, arginine and proline metabolism, ECM-receptor interaction, and MAPK signaling pathway (Figure 6B). These genes were significantly enriched in pathways that are associated with reprogramming and mammary gland development, while lncRNAs target these genes, thus suggesting that lncRNAs play a key role in reprogramming and mammary gland development.

### 3.9 Interaction network of lncRNA and mRNA

The regulatory network analysis of differential lncRNAs with target genes was plotted based on the relationship of the identified differentially expressed lncRNA genes with mRNA genes and genes predicted by the cis and trans targets of lncRNAs (Figure 7). Yellow and green were target genes, and orange were lncRNAs. The results show that MSTRG.15634, MSTRG.25656, MSTRG.121896, and MSTRG.29368 were the differential lncRNAs that simultaneously target the most genes related to signaling pathways of mammary gland development and reprogramming, with MSTRG.15634 and MSTRG.25656 in MSTRG.15634 and MSTRG.25656 being the most upregulated differential lncRNAs that simultaneously targeted the above genes, and MSTRG.121896 and MSTRG.29368 being the most downregulated differential lncRNAs that targeted the above genes. The network plot results showed that MSTRG.15634 and MSTRG.25656 targeted MAPK10, FGF9, HGF, FGF18, EFNA5, PDGFRA, NGF, and MSTRG.121896 and MSTRG.29368 targeted FGF1, FGFR1, FGF5, FGFR2, PDGFRB, VEGFA, and EFNA4, while the above four lncRNAs targeted 7 transporter RNAs.

**FIGURE 7:**
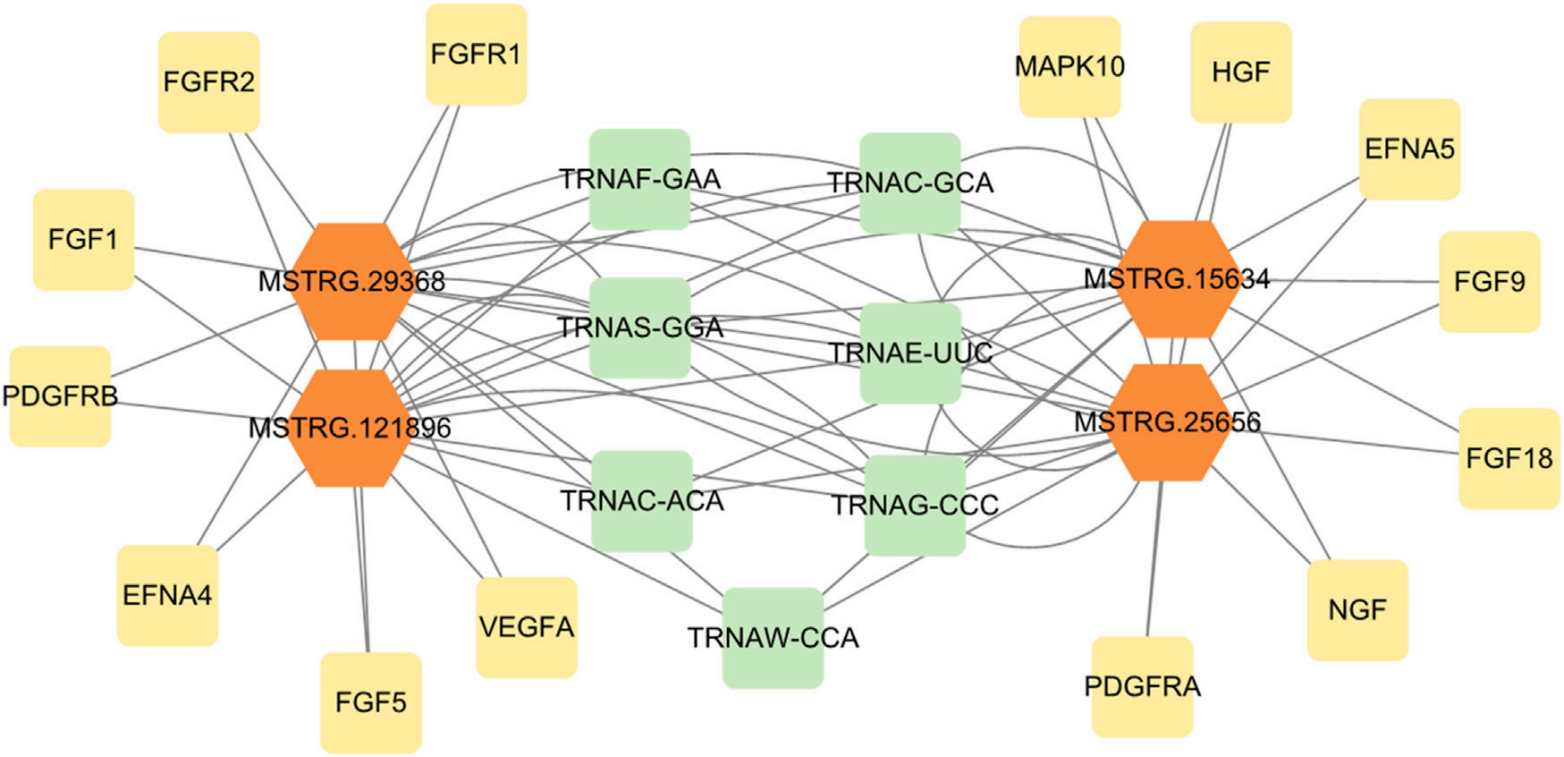
The regulatory network of differentially expressed lncRNAs and target genes.

## 4 Discussion

lncRNAs play important roles in many biological activities, such as the dosage compensation effect, epigenetic regulation, cell cycle regulation, and cell differentiation regulation (Xiao et al., 2009), which has become a research hotspot in different scientific directions. In this study, transcriptome sequencing analysis of lncRNAs in Guanzhong dairy goat fibroblasts and induced mammary epithelial cells was performed, and then the target genes of lncRNAs were further predicted to reveal their functions. This study provides a theoretical basis for exploring the role of lncRNAs in reprogramming and lactation.

A total of 4,317 lncRNAs and 3,970 DElncRNAs were detected before and after the induction of the small molecule compounds. A total of 1,288 of these lncRNAs were significantly differentially expressed. In the present study, transcriptome sequencing analysis of lncRNAs in fibroblasts and induced mammary epithelial cells of dairy goats in Guanzhong was performed, and then the target genes of lncRNAs were further predicted to reveal their functions. The sequencing analysis results were consistent with those of (Li et al., 2019). These similarities suggest that the lncRNAs analyzed in this study were more reliable.

The expression level was verified by qRT‒PCR, and the trend was consistent with the lncRNA-Seq data. We enriched for differentially expressed lncRNA target genes, and GO enrichment revealed that the tyrosine kinase activity and WNT pathway involved in significantly enriched GO term entries were associated with mammary gland development and reprogramming; for example, tyrosine kinase influences mammary gland differentiation through prolactin receptors (Xie et al., 2002). Analysis and quantification of pluripotent pluripotency reprogramming showed that the WNT pathway undergoes extensive reprogramming and regulates various cellular and developmental processes (Hu et al., 2020). Therefore, these lncRNAs may play an important regulatory role in the process of mammary gland development.

KEGG enrichment significantly contains the MAPK signaling pathway, PI3K-Akt signaling pathway, Wnt signaling pathway, and relaxin signaling pathway related to mammary gland development; arginine and proline metabolism is a related pathway affecting milk protein synthesis by influencing the amino acid metabolism of milk proteins (Manni et al., 1998; Xie et al., 2002; HSU et al., 2005; Dinger et al., 2008; Xiao et al., 2009; Loewer et al., 2010; Guttman et al., 2011; Jardé and Dale, 2011; Meng et al., 2018; Li et al., 2019; Hu et al., 2020; Zhang et al., 2021; Sherman et al., 2022)^.^ There were also signaling pathways related to reprogramming ECM-receptor interactions, the Rap1 signaling pathway, the MAPK pathway, and the Ras signaling pathway (Mezl and Knox, 1977; Zwartkruis and Bos, 1999; Dickinson et al., 2010; Lopez-Vicente et al., 2011; Zhang et al., 2016; Xu et al., 2019; Dillon et al., 2021). Several genes exist in these pathways that were simultaneously involved in subprocesses, including MAPK10, FGF9, HGF, FGF18, EFNA5, PDGFRA, NGF, FGF1, FGFR1, FGF5, FGFR2, PDGFRB, VEGFA, and EFNA4. MAPK10 is a member of the MAPK signaling pathway, which is an important pathway for cell differentiation and proliferation. It has been shown that Fgf signaling affects the induction and development of the embryonic mammary gland by binding to a class of cell surface enzymes belonging to the family of receptor tyrosine kinases (FgfRs) (Dillon et al., 2004)^,^ that Fgf signaling has a role in normal mammary gland lobular alveolar development (Jackson et al., 1997a) and that Fgf signaling is also required for pregnancy-dependent lobular alveolar development in the mammary gland (Jackson et al., 1997b). HGF has mitogenic effects on human and mouse mammary epithelial cells, as well as kinetic and morphological effects, including the induction of extensive ductal branching and the formation of good lumens (Niranjan et al., 1995). HGF plays a key role in the estrogen-induced proliferation of mammary epithelial cells *in vivo* (Zhang et al., 2002). Efna5, a member of the ephrin gene family, has receptors whose spatiotemporal expression patterns are important for the morphogenesis and function of mammary epithelial tissue, and the Eph receptor acts as a signaling factor mediating hormones that are critical for the process of mammary gland expansion and regression (Perez White and Getsios, 2014). PDGF-BB expression upregulation affects mammary tissue fibrosis after *Staphylococcus aureus* infection, and PDGF-BB was found to be associated with breast fibrosis (Bi et al., 2020). Stromal PDGFRα signaling disrupts ECM homeostasis during mammary gland development, leading to increased mammary gland stiffness and increased tumor growth potential (Hammer et al., 2017). NGF and its high-affinity receptors are expressed during mammary gland development and lactation in sheep, and this expression is dependent on the stage of mammary gland development and lactation. NGF and its cognate receptors are expressed during mammary gland development, lactation, and degeneration in sheep through phosphatidylinositol 3-kinase (PI3K), and protein kinase B (AKT) plays a central role in promoting mammary cell survival during mammary gland development, lactation and degeneration (Colitti, 2015). Under the influence of hormonal and epithelial-stromal interactions, VEGF has multiple roles in the development and function of mammary glands, such as contributing to vascular development and supporting fat pads within the mammary gland (Hovey et al., 2001). Vascular endothelial growth factor affects mammary gland development by regulating mammary angiogenesis (Dangat et al., 2020).

In conclusion, all of the above target genes showed their role in reprogramming and mammary gland development relationships in previous studies, while the functional enrichment analysis of the present sequencing results showed that these target genes were also involved in reprogramming and mammary gland development-related pathways, among which two lncRNAs, MSTRG.15634 and MSTRG.25656, target both MAPK10, FGF9, HGF, MSTRG.25656, MSTRG.29368, and MSTRG.121896. The four lncRNAs involved in the above mentioned signaling pathways, through the regulation of their target genes, allowed fibroblasts to undergo fate transformation and obtain functional mammary epithelial cells.

## 5 Conclusion

We used lncRNA-Seq data of the transdifferentiation process to understand the expression profile of lncRNAs in the reprogramming of Guanzhong dairy goat fibroblasts into mammary epithelial cells, while analysis of the data revealed that four lncRNAs, MSTRG.15634, MSTRG.25656, MSTRG.29368, and MSTRG.121896, may have a key role in mammary gland development and lactation. Our findings can provide new ideas for further study of lncRNAs and mRNAs associated with mammary gland development and reprogramming and provide a theoretical basis for further elaboration of the reprogramming process from dairy goat fibroblasts to mammary epithelial cells in Guanzhong and the molecular mechanism of mammary gland development.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/; GSE142551.

How the deposited data were processed for this re-analysis (not part of the article)

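RNA of goat ear margin fibroblasts (CK group, day 0) and of cells induced with the 5i medium (5i8d group, day 8) was measured in 3 labelled libraries of each group. The paper lists 2 of each, CK1, CK2, 5i8d1 and 5i8d2, and these were used for the main comparison. CK3 and 5i8d3 were added in a comparison of all 6.

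The authors made the libraries from total RNA after removal of rRNA with a directional kit. Their deposited counts are whole numbers of reads per annotated gene or assembled locus. The submitters' processing notes name FastQC 0.10.1, HTSeq and DESeq2 1.16.1, and the paper names gffcompare and a screen for coding potential. The aligner, the assembler, the strand setting of the counting and the genome build are not given in the sources used here. Overlapping and antisense features may therefore share reads. The deposited FPKM were made by the authors from the same counts. Dividing the count by the FPKM and the library total gave a whole-number length for each feature, equal in all libraries within 1.46e-11 bp. The FPKM table holds 24949 of the 24950 features of the count table.

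None of the IDs matched the reference table of gene names (0 matched), and no coordinates are given with them. Of the 9 MSTRG IDs named in the paper, 0 matched an ID used here, and whether the loci of the tables come from the same assembly as the paper's is not given in the sources used here. No locus was therefore matched to one of the paper's. These 9 loci, the paper's other candidate lncRNAs and target genes, the gene lists fixed in advance and the annotated lncRNAs as a class were not analysed here. Features were grouped by the form of their ID into assembled loci, annotated genes and other annotation records. The planned comparison of lncRNAs with mRNAs became one of assembled loci with annotated genes. The rule for named features, set before the data were examined, took those with the largest change in each direction with an adjusted p under 0.05, a mean of at least 50 counts and no overlap between the groups, and those with the highest mean level. Because the IDs carry no names, only 2 assembled loci per direction and the 2 with the highest mean count are named, fewer than the rule allowed.

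Counts were analysed with R 4.3.3 and edgeR 4.0.16 (TMM factors, filterByExpr, quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05). Standard errors of log2 fold changes are the absolute log2 fold change divided by the square root of the quasi-likelihood F. DESeq2 1.42.0 and limma 3.58.1 were used for alternatives, and figures were drawn with matplotlib 3.10.9. Log2 CPM for correlations and principal components used a prior count of 2. Levels were compared as the median of log10(FPKM + 1) per library, with an exact sign-flip permutation test over libraries. A fold against a group without counts was computed against 3 counts per library, on the library sizes scaled by TMM as in the test. Divided by the library totals instead, the 4 loci named for their change gave at least 638-fold, at least 424-fold, at least 45.1-fold and 875-fold over the 4 libraries, in the order of the text. The TMM scale for these folds was chosen after the values were seen. A ratio with few counts in one group was given with an exact 95% interval. Such floors and intervals cover counting error only. No pair of libraries agreed within sampling noise. Over features with at least 20 counts in a pair, the chi-square per degree of freedom was 15.9 between CK1 and CK2 and higher for the other pairs.

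CK3 and 5i8d3 deviated together from their group means. The correlation of the deviations over 18121 features was 0.41 for number 1, 0.53 for number 2 and 0.65 for number 3. Deviations cancel out within a group, so the shared shift of CK3 and 5i8d3 makes the other libraries deviate together whatever their numbers. The values for numbers 1 and 2 therefore cannot show a pairing by number. Neither the paper's text nor the labels say what the numbers share. Any pairing is read from the data only. CK1 correlated slightly better with 5i8d2 (0.45) than with 5i8d1, and CK2 with 5i8d1 gave 0.28. In the paper's 4 libraries alone the correlation was 0.18. A fit with the replicate number as a block was run beside the main one.

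The test was tested on simulated counts drawn from the means and dispersions of these libraries. For the comparison of 4 libraries (18121 genes simulated) it recovered 13% of 100 genes changed by an absolute log2 fold change of 1 and 74% of 100 changed by 2, with 14 false calls. These false calls were a larger share of the simulated calls than the adjusted p threshold sets. Only 100 genes of each size were changed, whereas the real fit called 7540 of 18121 features. The adjustment was therefore stricter in the simulation, and its recovery rates do not measure the real comparison. For 6 libraries (17757 genes) the test recovered 0% of either, with 0 false calls, while the median estimates were 1.02 and 2.00. The simulation draws the shift shared by CK3 and 5i8d3 as random spread between libraries, so the 0% holds for that setting and does not measure the real comparison or the fit with the block. The total counts per library ran from 28162284 to 37544673. The alternatives tried were other scalings, tools, filters, thresholds, pseudocounts, the replicate block and leaving out each library in turn.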

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

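CK3 and 5i8d3, which the paper does not report, differed together from the other libraries. With a term for replicate 3 added to the groups in edgeR's quasi-likelihood test, 5165 of 17757 features had an adjusted p under 0.05, 2005 of them higher and 3160 lower in these 2 libraries, and of the assembled loci 238 were higher and 99 lower. The same term for replicate 1 or for replicate 2 gave 0 features each (483 and 179 at an unadjusted p under 0.05, against 7343 for replicate 3), but there the shift of CK3 and 5i8d3 stays in the residual spread. In one fit with all replicate numbers, 0 features differed between numbers 2 and 1 (713 at an unadjusted p under 0.05), 4290 between 3 and 1 and 3477 between 3 and 2. The deviations of CK3 and 5i8d3 from their group means correlated at 0.65. The pattern had been seen before its tests were set, but not the values that the tests measure, except that the test of directions and the comparison of replicate numbers in pairs were chosen after the first values were seen.

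Depth and feature length were tested against a correlation of at least 0.5. The correlation was 0.657 after all libraries were thinned to about 28162284 counts. The deviations are already relative to the library totals, so that thinning could change them little and decides little about depth. In total counts 5i8d3 (35413856) stood close to 5i8d1 (35757985), which argues against depth for that library. Abundant features that take counts from all others are argued against as the whole cause, since they would move the others in one direction. With library totals only, 5172 features outside the 100 most abundant were apart, and 27.4% of them lay in the smaller direction (1419 higher, 3753 lower). That a few abundant features carry the pattern is argued against by the same 5172 features outside them, and the correlation was 0.649 without the 100, which are few among the 18121 it is taken over. A trend with feature length, as RNA integrity or fragment size could give, is argued against by a correlation of 0.646 after a smooth length trend was removed. The deviations correlated with length at only 0.15 in CK and 0.08 in 5i8d. After thinning to 1 total, CK3 had 18287 detected features, against 20420 in CK1 and 20273 in CK2. For 5i8d3 the number was 20117, against 22124 in 5i8d1 and 22166 in 5i8d2. With detection from 10 counts the gaps were narrower (15705 against 15939 and 15910, and 17173 against 17823 and 17247, in the same order). Fewer features were thus detected in both, and RNA integrity beyond a length trend was not tested. A shared animal, culture, day of induction or library batch stays open, since the labels give none of these and the replicate number stands for all of them, and no biological explanation was tested.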

How the results depend on the processing

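Alternatives were set before the data were examined, except the one without the 2 most abundant features and those for detection, length, locus shares, parted loci, loci with counts in one group only, the scale of bounds and loci not called. Of 120 values for the 6 named loci, 116 stayed on the same side of the threshold. The 4 called loci kept their direction in all 20 alternatives that tested each, with an adjusted p of at most 0.013, and were not tested with at least 10 counts in every library, which they do not reach. The log2 fold change of MSTRG.103757 ranged from -0.86 to 4.61. It was -0.68 without 5i8d1 from the 4 libraries (adjusted p = 2.7e-06, with a lone 5i8d library) and -0.86 without it from the 6, and its adjusted p over the alternatives ranged from 4.5e-301 to 0.50. It passed the threshold with DESeq2 (0.033) and without 5i8d2. MSTRG.218431 passed it without 5i8d1 from the 4, and its log2 fold change ranged from -1.17 to 0.05.

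Leaving out a library in turn moved these counts. From the 4 and the 6 libraries, changed features ranged from 3511 to 12470, of which 2298 to 6674 were higher and 1146 to 5796 lower. Changed assembled loci ranged from 564 to 1743, with 344 to 1074 higher and 187 to 879 lower. At the paper's thresholds the range was 802 to 1104 in total, with 503 to 735 higher and 267 to 469 lower. These fits have fewer samples, and a lone library was assumed to vary like the other group. The difference in level ranged from 0.450 to 0.461 when each of the 4 libraries was left out in turn, and from 0.386 to 0.424 from the 6, which was added after the values were seen. With at least 10 counts in every library, 415 loci changed (186 higher, 229 lower), 185 passed the paper's thresholds (97 higher, 88 lower), and 2898 features of all classes were higher. Here fewer loci were tested, and those without counts in a library are left out by construction. With all 6 libraries 1980 features were lower, against 3100 in the 4, and the cause was not tested. With an absolute log2 fold change of at least 1 in place of 2, 498 loci were downregulated, since the limit is wider. The difference in level was 0.822 with a pseudocount of 0.1, 0.911 with 0.01, 0.644 over features with an FPKM of at least 0.1 and 0.401 over all 6 libraries. The first of these use another scale or fewer features by construction, and for the last the cause was not tested.

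The scaling moved the share of higher calls by less than 10 percentage points. The median log2 fold change of all features tested was 0.07 with TMM, 0.23 with library totals only and 0.19 with the paper's uniquely mapped reads as library sizes, and the share of higher calls was 58.9%, 66.7% and 64.6%. The replicate block gave 7665 changed features and 1055 changed loci in the 4 libraries, and 868 loci at the paper's thresholds. In all 6 it gave 8472 features (3733 lower) against 5344 (1980 lower) without the block, 1018 loci (468 lower) against 786 (307 lower) and 784 against 747 at the paper's thresholds, and it changed no call of a named locus. The set tests on gene lists and the fit of annotated lncRNAs alone were not run, as the IDs carry no names, and the fits of the paper's candidate lncRNAs were not run, as 0 of its 9 MSTRG IDs matched an ID used here and the others are given by name.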

Differences from the paper's values

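At the paper's thresholds (an unadjusted p under 0.05 and an absolute log2 fold change of at least 2), the paper reports 1288 differentially expressed lncRNAs. Here 849 assembled loci passed over the 4 libraries that are taken as the paper's from their labels. The paper's number covers known and unknown lncRNAs and the value here assembled loci only, so that the sets differ. None of the 9 MSTRG IDs that the paper names matched an ID used here (0 of 9), and it is not given in the sources used here whether the loci come from the same assembly as the paper's, which holds for each count below. Of the 22 alternatives set before the data were examined, 14 gave a total within 1.5 times the paper's, among them DESeq2 (1048), no filter on low counts (1166), an absolute log2 fold change of at least 1 (1200), limma-voom (866), the uniquely mapped reads as library sizes (866) and the replicate block in 4 libraries (868). Leaving out any one of the paper's 4 libraries (895 to 1104), or CK1, CK2, CK3 or 5i8d1 of the 6 (859 to 935), also did. All 6 libraries (747), the replicate block in all 6 (784), DESeq2 size factors in edgeR (849), library totals only (853), at least 10 counts in every library (185), an adjusted p (802) and leaving out 5i8d2 (802) or 5i8d3 (858) of the 6 did not.

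The paper reports 550 downregulated lncRNAs, and 297 assembled loci passed here. Of the same alternatives, an absolute log2 fold change of at least 1 (498), leaving out 5i8d1 (469) and leaving out 5i8d2 (369) of the 4 libraries came within 1.5 times of the paper's value, and the other 19 did not (88 to 363). The legend of Fig. 3B gives no fold limit, and the lines in its plot stand at about 1, read by eye. For upregulated lncRNAs the paper's 738 stands beside 552 here, within 1.5 times. Of the 22 alternatives 19 also came within this, and all 6 libraries (467), the replicate block in all 6 (480) and at least 10 counts in every library (97) did not.

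The paper reports 2800 unknown lncRNAs among its candidates, and 4262 assembled loci had a count here. The paper calls its candidates differential, whereas the value here covers every locus with a count, so that the sets differ. Its Discussion gives a larger total of lncRNAs detected, without the number of unknown ones among them. The paper's number comes after its screen, which the deposited data do not mark, and whether loci were left out before deposit was not tested. No alternative was set for this number before the data were examined.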

Other observations

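Annotated genes rose and fell as well. Over the paper's 4 libraries 3816 of 15642 annotated genes rose and 2673 fell at an adjusted p under 0.05 from edgeR's quasi-likelihood test, 24.4% and 17.1%, against 25.1% and 17.2% of the assembled loci (two-sided Fisher's exact test, p = 0.44 and p = 0.89, across features, which are not independent). The median log2 fold change was 2.37 for the genes that rose and -1.44 for those that fell (2.32 and -1.44 with genes at 0 in one group set at their bound). From CK3 to 5i8d3, 97.7% of the genes that rose were higher and 95.6% of those that fell were lower, against 72.2% and 70.3% of the annotated genes that were not called, by the sign of their log2 fold change. With 10 counts or more in both libraries of one group and none in the other, 266 annotated genes were found at day 8 and 15 at day 0, and in all 6 libraries 206 and 7 (536 and 57 from 3 counts, and 144 and 8 from 30, in the 4 libraries). Over all 6 libraries 2883 annotated genes rose and 1672 fell, and 4187 and 3264 did with the replicate block. The total of changed features was 7540 in the 4 libraries and 5344 in the 6, where the replicate block gave 8472. In the 4 libraries it was 3716 without CK1, 3938 without CK2, 12470 without 5i8d1 and 12285 without 5i8d2.

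For the comparison of all 6 libraries, the 10 ways of splitting them into 3 and 3 are too few to give a share under 0.05. The real split, the 1 with as many calls, gave 5344 changed features, 786 changed loci and 747 loci at the paper's thresholds. The highest of the others gave 0, 0 and 42 (1483 features and 88 loci at an unadjusted p under 0.05 from edgeR). Each of the others mixes CK and 5i8d libraries in both sets, so the difference between CK and 5i8d enters the residual spread. Their low numbers are therefore no measure of false calls in the real split. Among the 3 others that part all same-numbered pairs the highest gave 0, 0 and 5 (24 features and 9 loci at an unadjusted p under 0.05). The other 6 keep same-numbered libraries together in all but 1 of the pairs.

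More features were detected at day 8 than at day 0 in each same-numbered pair, by 1670, 1990 and 1896 features, although 5i8d3 (20183) had fewer than CK1 (20703), and the groups overlapped (two-sided exact permutation test on the number of detected features, p = 0.3, where 3 against 3 allow 0.1). The pattern was seen before the tests were set. Depth is argued against, since the smallest excess was 1704 features after thinning to 1 total. Abundant features taking counts are argued against by a smallest excess of 1678 without the 500 most abundant. Features with very few counts are argued against by a smallest excess of 1337 with detection from 10 counts. A wider set of transcribed features after induction and RNA of a mixed cell population both stay open and were not tested, since the IDs carry no names from which a cell type could be read.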
